A study of Mus musculus with 703 samples. Its data were reported in "Transcripts with high distal heritability mediate genetic effects on complex metabolic traits" (2025).

How the data were processed

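Gene expression was measured by bulk RNA sequencing of gastrocnemius muscle from mice of 20 CC-RIX strains, 1 library per animal and 703 libraries in all. A CC-RIX strain is the F1 offspring of a pair of Collaborative Cross lines, which are inbred mouse lines that each carry a different mixture of the same founder genomes. The 20 strains came from 19 such lines. Animals of both sexes ate a diet with 10% or 44% of fat from 6 weeks of age, and some drank metformin, a drug given for type 2 diabetes, at 5 mg/mL from 7 months of age. The study had cohorts of 6 and 12 months. The labels give no animal's age. Since the drug began at 7 months, treated animals belong to the older cohort, while untreated animals can belong to either. Metformin and age are therefore confounded in these libraries.

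The authors sequenced libraries of polyadenylated RNA as read pairs of 100 bp, with a target of 30M pairs per library. Reads were assigned to transcripts of the 8 founder genomes by an expectation-maximisation method that divides a read between the alleles and genes it matches. The values deposited by the authors and used for every test are the estimated counts (expected counts) per gene, which the deposited table gives as whole numbers. They were used as they are, in tests made for counts. The authors kept genes with reads in at least part of the libraries, and in the deposited table each of the 19088 genes had a count in at least 50.1% of the libraries. A second deposited table holds the same genes after a variance-stabilising transformation by the authors, and it was used only as an alternative scale. For each gene, its values had the same rank order across libraries as the counts divided by a size factor per library. The deposited gene annotation gave symbols, identifiers and positions. The genome build is not given in the sources used here. Of its identifiers, 19003 are in the GENCODE M21 annotation of GRCm38, and 15304 of these (80.5%) have the same start and end there, so positions are read as GRCm38. The annotation holds 597 genes on the X chromosome, 15 on the mitochondrial genome and 0 on the Y chromosome. A symbol that stands for more than 1 gene occurred 18 times, so genes were matched by identifier.

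Every library's group was taken from its label as sex, diet and treatment, which gives 8 groups. The labels also carry a sequencing identifier. These identifiers fall into a lower range with 544 libraries and an upper range with 159, and this range was used as the batch term. Of the 20 strains, (CC009/UncJ x CC013/GeniUncJ)F1 lies in the upper range alone. Each group's labels number the animals as single biological replicates. Among 1404 pairs of libraries with the same strain, sex, diet and treatment, 0 were identical. The lowest chi-squared statistic per degree of freedom between the libraries of a pair was 11.0, so no pair looked like the same library sequenced again.

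Genes were tested with edgeR 4.0.16 (quasi-likelihood F tests, TMM normalisation) in R 4.3.3. Genes were kept by edgeR's filter on expression over the 8 groups, which left 16384 genes in the 469 untreated libraries and 17740 genes in all 703. Diet, sex and strain were tested in untreated animals in a model with strain, sex, diet and identifier range. Metformin was tested in all animals with treatment added to those terms. The interactions of diet with sex and with strain were each tested by adding the interaction to the model for untreated animals. The interactions of metformin with diet, sex and strain were added to the model for all animals. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, adjusted over all genes tested in that comparison. Log2 fold changes are 44% minus 10% fat, males minus females, and metformin minus untreated. Fold changes are given with their standard error (SE). For each named gene the sign of the difference was also counted within each of the 20 strains.

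Shares of variance are omega squared values, computed on log2 counts-per-million (CPM) with a prior count of 2. The similarity of strains is Pearson's r across genes between the mean profiles of each pair of strains, adjusted for sex and diet and centred on the mean of all strains. Pairs of strains with a parental line in common were compared with the other pairs by permuting strain names. The diet score of a strain uses genes called for diet in the other 19 strains, weighted by their edgeR log2 fold changes in the same fit. On this score, 0 is that strain's mean on 10% fat. A value of 1 would be reached if differences in log2 CPM equalled those fold changes. The score was compared between diets by two-sided permutation tests within each strain, exact in groups of under 10 animals. The paper states that litters, several per group, were the basis for assigning housing and diet. An animal's litter is not known here, so littermates were treated as independent in all tests of diet. Their p may be too small for that reason. Lists of 11 kinds of genes, written from general knowledge before the data were examined, were tested with camera from limma 3.58.1 at its preset correlation, and again with fry and with an estimated correlation. DESeq2 1.42.0 and limma voom were used as other tools.

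The genes named were fixed by a rule. They have a symbol other than a clone or predicted-gene name and a mean log2 CPM of at least 1. For diet, sex (outside the sex chromosomes) and metformin, they are the 5 called genes with the largest rise and the 5 with the largest fall whose difference has the same sign in at least 16 strains. For strain they are the 5 with the largest share of variance, and for each interaction the 3 called genes with the smallest p. For metformin with diet, 2 genes met the rule. A further 13 genes were named whatever their values, of which 8 were tested. These are Xist, Pparg, Nucb2, Pdk4, Ucp3, Angptl4, Myh7 and Scd1. Gdf15 and the Y-linked Ddx3y, Uty, Kdm5d and Eif2s3y were not among the genes tested. Genes named outside the rule are said to be so.

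The tests were tried on simulated data with the same libraries and groups and 200 changed genes. For diet and for metformin, edgeR recovered 200 of 200, and 4.31% and 5.21% of its calls were of unchanged genes. It recovered 196 of 200 for diet with sex, 200 for diet with strain and 193 for metformin with diet, and 6.22%, 4.76% and 6.76% of its calls were of unchanged genes. All simulated genes had the same dispersion, and no other strain, sex or batch differences and no outlying libraries were put in. The changes put in for diet and for metformin were larger than the median sizes called in the data. These shares therefore need not hold for the real counts.

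Sex labels were checked by Xist, a transcript of the inactive X chromosome, on log2 CPM against the midpoint of the medians of both sexes. Strain labels were checked by the strain whose mean profile each library was closest to. A sex score from 10818 genes outside the sex chromosomes, scaled to 0 at the female and 1 at the male mean, was added after the sex labels had been checked. An escape score from 4 X-linked genes that stay active on the inactive X chromosome was added at the same point. Scores for liver and brown fat transcripts, from lists of 12 and 8 genes, were written after the interactions had been seen. No library was left out of the tests unless stated.

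Alternatives chosen before the results were seen were size factors from DESeq2, no expression filter, a filter at a mean of 5 CPM, no identifier range term, blocks of consecutive identifiers as the batch term (15 levels), limma voom, DESeq2, limma on the transformed values, each identifier range alone, single sexes or diets, all animals, the strains balanced in the upper range, and leaving out each strain in turn. For the counts of diet, sex, strain and metformin, libraries against their sex label were also left out. Chosen after seeing the data were a trended dispersion, leaving out libraries closest to another strain, leaving out libraries with high liver transcripts, and, for the interactions and the named genes, leaving out libraries against their sex label.

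Total counts ranged from 27.4M to 96.1M per library with a median of 47.9M (M for mega), and 0 libraries were under 10M. Of all values in the table, 5.66% were 0. The share of counts taken by Rn18s-rs5, an 18S ribosomal RNA gene, averaged 10.2% and ranged from 2.20% to 26.3%. The 10 genes with the most counts took 36.7% of all counts. The CPM of a gene with few reads carry counting error in addition to the spread between animals.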

Results

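The data comprised 703 gastrocnemius libraries, 1 per animal, of which 352 came from females and 351 from males. On 10% fat, the untreated animals were 119 females and 115 males, and those given metformin were 57 females and 59 males. On 44% fat, the untreated animals were 117 females and 118 males, and those given metformin were 59 females and 59 males. The 80 combinations of strain, sex and diet without metformin held 2 to 8 animals with a median of 6. With metformin, 79 combinations held 1 to 4 animals with a median of 3. Total counts averaged 48.0M ± 7.57M (SD, n = 59) in the group with the lowest mean, males on 44% fat with metformin. The highest mean was 50.2M ± 8.48M (SD, n = 115), in untreated males on 10% fat. Mean depth therefore differed between groups by less than the spread between libraries of a group. The lower identifier range held 400 untreated and 144 treated animals, and the upper range held 69 and 90.

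Labels were checked against expression before groups were compared. Xist had a median of 267 CPM in libraries labelled female and 0.0789 CPM in those labelled male. On log2 CPM, 15 libraries lay on the side of the other sex, and on unlogged CPM 22 did. The profile of 699 libraries was closest to the strain on their label, and 4 were closest to another strain. All 703 libraries were kept in the tests, and the effect of leaving these libraries out is given with the alternatives.

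**Figure D1:**
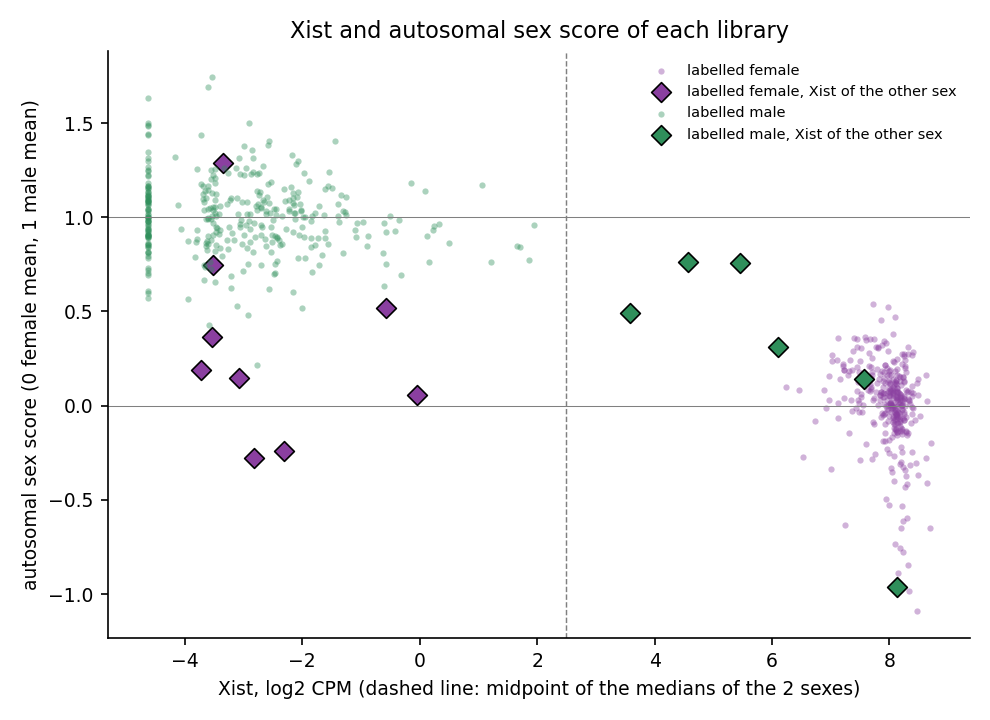
Each point is a library, with Xist in log2 CPM on the x axis and the autosomal sex score (0 at the female mean, 1 at the male mean) on the y axis. Diamonds are the 15 libraries whose Xist lies on the other side of the dashed midpoint from their label.

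The comparison of strains asked how much of gene expression followed genetic background. In untreated animals, 15626 of 16384 genes (95.4%) differed between the 20 strains. With genes at a mean of 5 CPM or more alone, the number was 8529, and this was the alternative that moved it most. Only 8645 genes were tested there, so nearly all of them were called. In the upper identifier range alone, 9149 of 16600 genes were called. Strain took a median of 15.4% of a gene's variance (quartiles 7.83% and 28.9%), and 1516 genes had most of their variance between strains. The median share was 1.58% for sex and 0.0717% for diet. Identifier range took a median of 0.0971%. Within the 400 untreated animals of the lower range, the medians were 16.03% for strain, 1.67% for sex and 0.0668% for diet. Over genes with a mean of 5 CPM or more, they were higher: 18.7% for strain, 2.45% for sex, 0.153% for diet and 0.209% for identifier range. The genes with the largest share of variance between strains were Cwc22 (98.1%), Rpl41 (97.7%), Pttg1 (97.4%), AK157302 (96.7%) and Rpl29 (95.5%). Cwc22 (ENSMUSG00000027014, chromosome 2, 77881159 to 77946375) had mean values of 190.6 to 274 CPM in the 6 strains with CC042/GeniUncJ as a parent. Its means in the other 14 strains ran from 8.79 to 10.1 CPM. Cwc22, Rpl41, AK157302 and Rpl29 have close copies elsewhere in the genome, so their values may depend on how shared reads were divided, which was not tested.

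Strains that share a parental line were compared with strains that do not. Across genes, the profiles of 44 pairs of strains with a line in common correlated with a mean r of 0.279 ± 0.104 (SD). For the other 146 pairs the mean was -0.153 ± 0.0945 (SD). The difference of 0.432 had a two-sided permutation p of 1e-05, the smallest that these permutations can give. Within the lower identifier range the difference was 0.437 over 19 strains. In metformin-treated animals it was 0.392, the value farthest from the first among the alternatives. These correlations are across genes, which are not independent replicates.

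**Figure D2:**
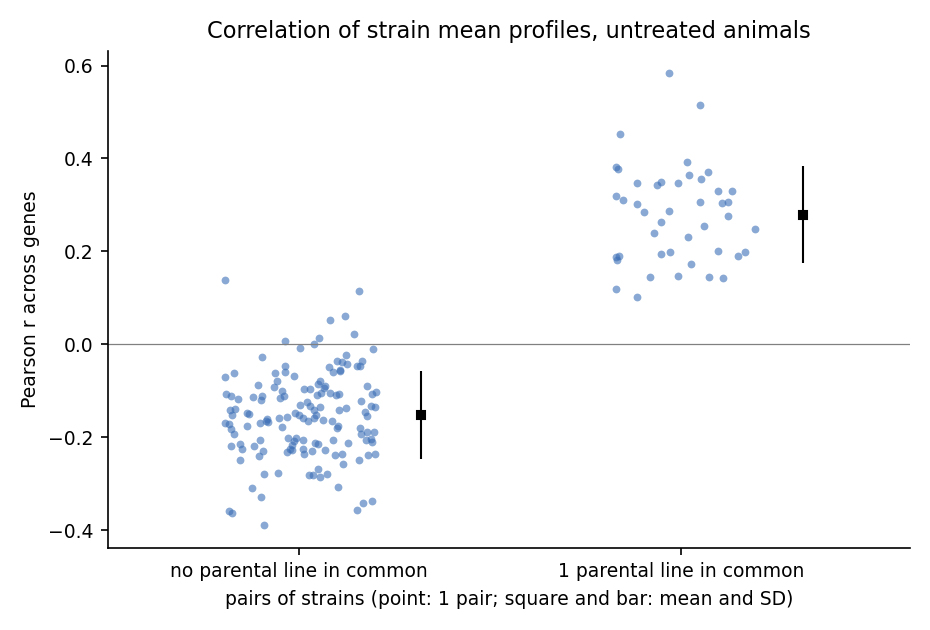
Each point is a pair of strains, with Pearson's r across genes between their mean profiles in untreated animals on the y axis, and squares and bars give the mean and SD. The 44 pairs with a parental line in common averaged 0.279, and the 146 pairs without averaged -0.153.

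Females and males were compared in untreated animals. Of 16384 genes, 10998 (67.1%) differed, with 4936 higher in males and 6062 higher in females. The median size of the difference over called genes was 0.15 on the log2 scale, and 213 genes differed by more than 1. In the upper identifier range alone, with 69 animals, 4329 genes were called, and this was the alternative that moved the count most. On the X chromosome, 368 of 527 tested genes were called, with 109 higher in males and 259 higher in females. Outside the sex chromosomes, Slc15a5 (ENSMUSG00000044378, chromosome 6, 137983586 to 138079916) rose most in males. Its mean was 0.733 ± 0.846 CPM in females (SD, n = 236) and 17.96 ± 11.5 CPM in males (SD, n = 233). The log2 fold change was 4.58 ± 0.07 (SE, adjusted p = 8.7e-219), with the same sign in 20 of 20 strains. C7 (3.25), Amd1 (2.69), Cacna2d4 (2.68) and Slc30a2 (2.60) were also higher in males. Igkc (-2.28), Greb1 (-2.18), Elovl6 (-2.17), Mup10 (-2.12) and Fat3 (-1.76) were lower. Each kept its sign in 20 strains except Igkc (16) and Mup10 (19). Igkc, Mup10 and Amd1 have copies or relatives close in sequence, so reads may be shared with them. Xist was lower in males by a log2 fold change of -8.57.

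The diet comparison asked which genes differed between 10% and 44% fat without metformin. Of 16384 genes, 3320 (20.3%) were called, with 1659 higher and 1661 lower on 44% fat. The median size was 0.08 on the log2 scale, and 21 genes changed by more than 1. In 1746 of the called genes the sign of the difference was the same in at least 16 strains. The lower identifier range alone gave 2806 calls and the upper range 365, which was the alternative that moved the count most. Elovl6 (ENSMUSG00000041220, chromosome 3, 129532355 to 129638495) fell most. Its mean was 16.7 ± 29.5 CPM on 10% fat (SD, n = 234) and 3.49 ± 6.75 CPM on 44% fat (SD, n = 235). The log2 fold change was -1.99 ± 0.14 (SE, adjusted p = 9.9e-37), with the same sign in 20 of 20 strains. Fasn (-1.25), Thrsp (-1.21) and Acly (-1.06) also fell in 20 strains, and Cyp2e1 (-0.79) fell in 18. Cyp2e1 was not called in the upper range alone. Among the genes that rose, Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877) averaged 5.18 ± 3.98 CPM on 10% fat (SD, n = 234) and 11.8 ± 9.26 CPM on 44% fat (SD, n = 235). Its log2 fold change was 1.19 ± 0.08 (SE, adjusted p = 2.8e-36), with the same sign in 20 strains. BC048679 (1.21), Nnat (1.18) and Rab15 (1.04) rose in 20 strains, and Igkc (1.17) rose in 19.

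The diet difference was then measured again in the animals given metformin. Across 16290 genes, the log2 differences between diets in treated and untreated animals correlated with an r of 0.576 and a rho of 0.459. On genes with a mean of 5 CPM or more, r was 0.813, the alternative that moved it most. Of the 3306 genes called for diet in untreated animals and tested here, 89.4% had the same sign. When diet labels of the treated animals were shuffled 99 times, the mean was 52.2% and the highest 73.4%. Within the lower identifier range r was 0.509 and 81.9% of called genes had the same sign. Within the upper range r was 0.422 and 82.4% had the same sign. Treated animals alone gave 1979 calls, of which 1155 were also called in untreated animals.

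Each strain's response to diet was summarised by the diet score. The mean score was higher on 44% fat in all 20 strains, and each difference had an adjusted p under 0.05. The mean difference was 0.643 ± 0.130 (SD over strains). It ranged from 0.480 in (CC043/GeniUncJ x CC011/UncJ)F1 to 0.945 in (CC043/GeniUncJ x CC042/GeniUncJ)F1. All 20 differences lay under 1, so a value under 1 is not a weaker response than in the other strains. The largest adjusted p, 0.00476, came from an exact permutation test in (CC009/UncJ x CC013/GeniUncJ)F1 with 4 and 6 animals. Both the genes and their weights came from fits without the strain that was scored. On the transformed values the mean difference was 0.315 ± 0.0644 (SD over strains), the alternative that moved it most. There all 20 strains were still past the threshold, and their differences correlated with the first ones with an r of 0.977. In metformin-treated animals, 18 strains could be scored and the difference was positive in all 18, with 16 past the threshold. Over these 18 strains the differences in untreated and treated animals did not correlate (r = 0.0247, permutation p = 0.922, rho = 0.0815, permutation p = 0.748), so the order of strains did not repeat. Without the 2 strains farthest from the median in untreated animals r was -0.119. The exceptions to the threshold were (CC051/TauUncJ x CC059/TauUncJ)F1 with 0.138 (adjusted p = 0.203, permutation test) and (CC011/UncJ x CC005/TauUncJ)F1 with 0.375 (adjusted p = 0.0688, permutation test).

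**Figure D3:**
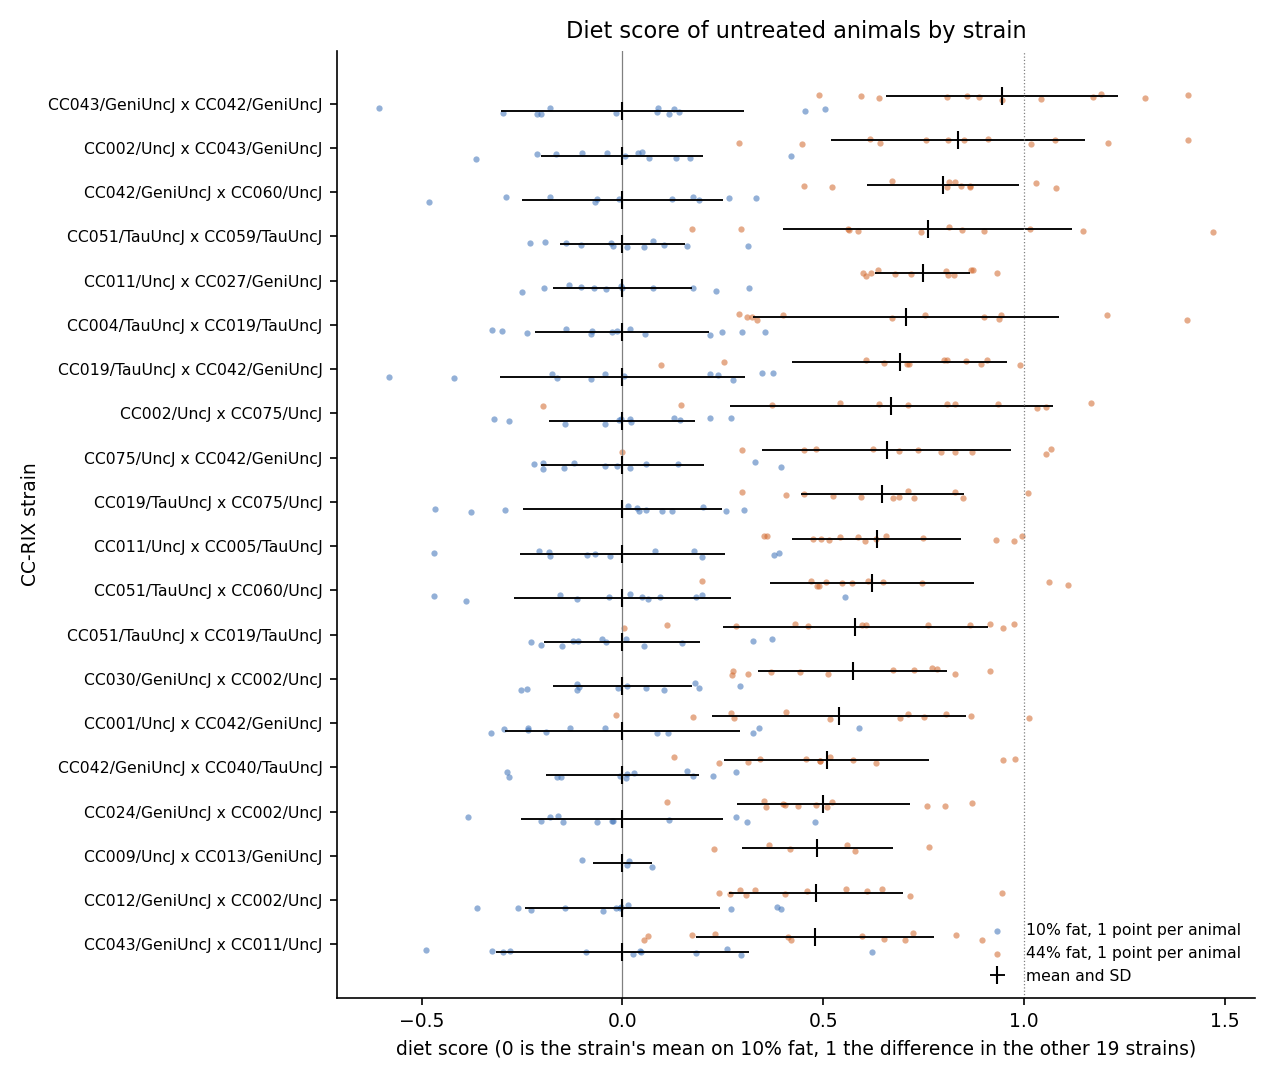
Each point is an untreated animal, with its diet score on the x axis and its strain on the y axis, in blue for 10% and orange for 44% fat, and bars give the mean and SD. The mean difference between diets ran from 0.480 to 0.945 across the 20 strains.

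Metformin was compared with no treatment in all animals, and in this comparison treatment is confounded with age. Of 17740 genes, 3437 (19.4%) were called, with 1479 higher and 1958 lower in treated animals. The median size was 0.09 on the log2 scale, and 35 genes differed by more than 1. In 976 called genes the sign was the same in at least 16 strains. The lower identifier range alone gave 3900 calls. The upper range alone, with 159 animals, gave 1 call, the gene Asb2 (-0.21, adjusted p = 0.00544), which is named after its values were seen. Of the genes called in the lower range, 62.2% had the same sign in the upper range by edgeR. The comparison therefore did not hold within the upper range. Mettl21e (ENSMUSG00000046828, chromosome 1, 44204070 to 44218961) fell most among the genes with a mean log2 CPM of at least 1 and the same sign in at least 16 strains. Its mean was 10.7 ± 7.89 CPM without metformin (SD, n = 469) and 7.499 ± 5.99 CPM with it (SD, n = 234). The log2 fold change was -0.51 ± 0.05 (SE, adjusted p = 2.7e-21), with the same sign in 19 of 20 strains. Cilp2 (-0.40), Slc25a30 (-0.31), Glul (-0.31) and Sparc (-0.27) were also lower. Igfn1 (0.44), Pfkfb3 (0.35), Golga7b (0.32), Ubash3b (0.27) and Hs6st2 (0.27) were higher. None of these 10 genes was called in the upper range alone, although all 10 had the same sign there.

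**Figure D4:**
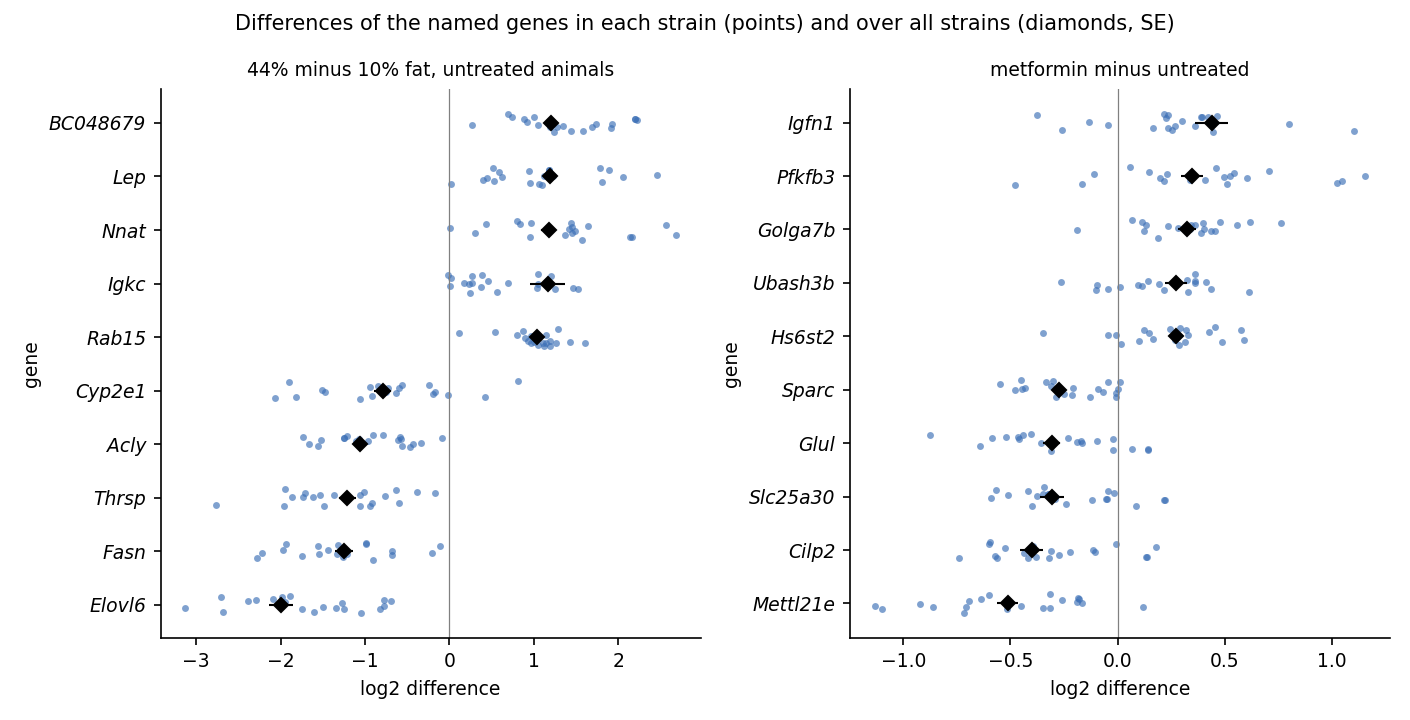
Log2 differences for the genes named for diet (left) and metformin (right), with 1 point per strain and diamonds with SE bars for the model over all strains. The diet differences had the same sign in 18 to 20 strains and the metformin differences, which are confounded with age, in 16 to 19.

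Across genes, the metformin difference and the diet difference correlated weakly. Between edgeR log2 fold changes the r was -0.0592, and 46.7% of genes called for diet had the same sign for metformin. With metformin fitted in edgeR in the lower range alone it was -0.00935, and in the upper range alone -0.140. These values were not set against shuffled labels. The same r was therefore computed from linear fits on log2 CPM, with treatment labels shuffled. It was -0.0581 over both ranges, and 36 of 100 splits gave an r at least as far from the mean of the shuffled ones. It was -0.0313 in the lower range (62 of 100 splits) and -0.0838 in the upper range (16 of 100 splits). Over the genes called for diet alone it was -0.111 in both ranges (38 of 100 splits), -0.0356 in the lower range (80 of 100) and -0.245 in the upper range (4 of 100). The relation thus did not exceed chance except over the genes called for diet in the upper range, which is 1 of 6 comparisons. Here too treatment is confounded with age.

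Lists of genes were tested for diet, sex and metformin, 33 tests in all, with p adjusted over them. camera called 20 at its preset correlation. All 20 were also called by fry, which called 25, and 6 were called with an estimated correlation. For diet, the 12 fatty acid oxidation genes were all higher on 44% fat (median log2 fold change 0.29, adjusted p = 7e-131), and all 12 were called, as they were when adjusted over the list alone. PPAR-responsive genes (median 0.31), citric acid cycle genes (0.06), complex I genes (0.05) and slow fibre genes (0.07) were also called as higher. Cholesterol synthesis (-0.12), collagen matrix (-0.08) and branched-chain amino acid breakdown (-0.03) were called as lower. Adipocyte, macrophage and mitosis genes were not called for diet. For adipocyte genes the median was 0.24 and the mean 0.01, while the test gave the direction as lower. For metformin, confounded with age, 7 lists were called as lower. Branched-chain amino acid breakdown was the strongest (median -0.06, adjusted p = 2e-24, 0 of 14 genes higher). The others were collagen matrix (-0.12), adipocyte (-0.15), complex I (-0.05), citric acid cycle (-0.03), fatty acid oxidation (-0.04) and PPAR-responsive genes (-0.09). Cholesterol synthesis, macrophage, mitosis (-0.31) and slow fibre genes were not called for metformin. For sex, slow fibre (-0.59) and adipocyte genes (-0.52) were called as lower in males. Citric acid cycle (0.11), complex I (0.13) and fatty acid oxidation genes (0.10) were called as higher in males. For collagen matrix genes the median was 0.05 and the mean -0.02, and for mitosis genes the median was -0.23 and the mean 0.10, and neither was called for sex. Macrophage, cholesterol synthesis, branched-chain amino acid breakdown and PPAR-responsive genes were not called for sex either. The calls that held with an estimated correlation were cholesterol synthesis, citric acid cycle, fatty acid oxidation and PPAR-responsive genes for diet, branched-chain amino acid breakdown for metformin and slow fibre genes for sex.

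Of the 13 genes named whatever their values, 8 were tested. For diet, 3 of the 8 were called over all genes, and 3 when adjusted over the list alone. They were Angptl4 (0.68, 20 strains), Pdk4 (0.32, 19 strains) and Scd1 (-0.27, 15 strains). Pdk4 and Scd1 were not called in the upper identifier range alone. Xist (-0.02), Pparg (-0.05), Nucb2 (-0.04), Ucp3 (0.11) and Myh7 (-0.0003) were not called for diet, and all but Ucp3 changed sign under an alternative. For sex, 7 were called over all genes and 7 adjusted over the list alone, with Nucb2 the exception. For metformin, confounded with age, 2 were called in each way, Nucb2 (-0.09, adjusted p = 0.019) and Ucp3 (-0.24, adjusted p = 0.0012). Nucb2 had the same sign in 15 strains and Ucp3 in 12, and in the upper range alone neither was called.

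Interactions asked whether differences depended on sex, diet or strain. The diet difference depended on sex for 93 genes, 34 with a more positive difference in males and 59 with a more negative one. This balance was reversed in limma voom (31 against 21), without the libraries against their sex label (36 against 19) and without those with high liver transcripts (43 against 28). It depended on strain for 677 genes. The metformin difference, confounded with age, depended on diet for 16 genes, on sex for 554 and on strain for 2061. In limma with a trend on log2 CPM, diet with sex gave 50 calls, and separate fits gave 21 in the lower range and 3 in the upper. Diet with strain gave 102 with 19 interaction terms. Separate fits gave 51 in the lower range with 18 terms and 140 in the upper with 5. Metformin with strain gave 543 with 19 terms. Separate fits gave 247 in the lower range with 14 terms and 27 in the upper with 10, so these counts are not like for like. Metformin with sex gave 217, and separate fits 72 in the lower range and 0 in the upper, where 797 genes had an unadjusted p under 0.05. Metformin with diet gave 0 calls in limma, with 1348 genes at an unadjusted p under 0.05, and limma voom also gave 0, with 1444. In edgeR the 16 calls stood beside 1609 genes at an unadjusted p under 0.05, and 8 of 17 splits of the animals, the real one included, gave as many calls.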

Values the study reported

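The study reported 466 CC-RIX animals, with every strain represented by 19 to 24 of them.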

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

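The tests that leave out libraries against their sex label, libraries closest to another strain or libraries with high liver transcripts were chosen after the result was seen, as were the splits in edgeR for metformin with diet, and the other tests in this part were chosen before. Each result here is a difference that itself differed between groups by an interaction term in edgeR. Counts for other splits and for random removals come from limma with a trend on log2 CPM, except where edgeR is named. The edgeR counts of the interactions other than metformin with diet were not set against splits in edgeR.

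The diet difference differed between females and males for 93 genes. For Nnat the interaction was -1.15 on the log2 scale (adjusted p = 1.6e-07, and 1.3e-07 to 2.7e-05 over 7 alternatives). In females its mean went from 2.29 ± 2.71 CPM on 10% fat (SD, n = 119) to 7.71 ± 5.42 CPM on 44% fat (SD, n = 117). In males it went from 5.41 ± 5.10 CPM (SD, n = 115) to 7.74 ± 4.46 CPM (SD, n = 118). The interaction was 0.29 for Acss2 and 0.76 for Ptger3, and all 3 genes were called under each of the 7 alternatives. The real grouping gave 50 calls, and the other 99 splits gave at most 7, so that 1 of 100 splits gave as many and chance can be excluded. With the 18S share and the total count as covariates, 46 genes were called, which argues against depth as the whole source. Without the libraries against their sex label, 40 were called, where random removals of as many libraries gave 43 to 55. In edgeR the same removal took the count from 93 to 55, of which 46 were among the 93. Wrong sex labels may therefore account for part of the count, but those 46 argue against them as its only source. Without the libraries with high liver transcripts, 57 were called, more than in any of 20 random removals (15 to 51) and than in the other splits, which argues against liver RNA as the source of the whole count. In edgeR that removal left 71 genes, of which 50 were among the 93, and the negative calls fell from 59 to 28. Liver RNA may therefore account for part of the negative calls in edgeR. The lower identifier range alone gave 21 calls and the upper range 3. A response to diet that differs between the sexes stays open as a hypothesis.

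The diet difference differed between strains for 677 genes. The adjusted p was 2.8e-25 for mt-Co2, 2.4e-24 for mt-Nd4l and 5.7e-16 for Fgb. Those of the first pair rested on 4 libraries. Without the 4 libraries closest to another strain, which are untreated males on 44% fat (replicates 12 and 62 of (CC024/GeniUncJ x CC002/UncJ)F1 and replicates 45 and 46 of (CC002/UncJ x CC075/UncJ)F1), the adjusted p was 0.841 for mt-Co2 and 0.716 for mt-Nd4l. Over 7 alternatives these p ranged from 2.3e-25 to 0.841 and from 2.2e-24 to 0.716. Fgb is a liver transcript, and without the libraries with high liver transcripts its adjusted p was 0.240 (4.8e-16 to 0.856 over 7 alternatives). These findings are consistent with a few exchanged or mixed samples as the source of the strongest calls. The real grouping gave 102 calls and 1 of 100 splits gave as many. The other splits gave at most 1. These splits moved animals between strains, so they cannot reproduce a spread peculiar to a single strain. They therefore do not exclude chance differences within strains of wide spread. The count was 95 without the libraries closest to another strain (random removals gave 77 to 119) and 94 without those with high liver transcripts (17 to 210), so neither set was the whole source. Within the identifier ranges there were 51 and 140 calls. Those tests had 18 and 5 interaction terms, against 19 over both ranges, so the counts are not like for like. In edgeR the first removal took the count from 677 to 560, of which 531 were among the 677, and the second took it to 492, of which 384 were. No random removals were made in edgeR for this count. Either explanation may account for part of the edgeR count, and neither for all of it. A response to diet that differs between strains stays open.

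The metformin difference, confounded with age, differed between diets for 16 genes. The interaction was -1.52 for Mup10 and -0.093 for Glrx2, and 15 of the 16 were negative. The exception was Plekhh1 (0.72, adjusted p = 0.00935), which is named after its values were seen. limma called 0 genes, so splits in limma decide nothing. It had 1348 genes at an unadjusted p under 0.05, and limma voom called 0 with 1444. In edgeR the real grouping and 16 other splits were counted with the dispersion of the real grouping, and 8 of the 17 gave as many calls, so chance cannot be excluded. The other splits gave 1 to 130 calls. With the 18S share and the total count as covariates, edgeR again called 16 genes, of which 12 were the same, which argues against depth as the source. Without the 69 libraries with high liver transcripts, edgeR called 4, all of them among the 16 (Plekhh1, Jchain, 4930512H18Rik and Igha, named after their values were seen). In 6 random removals of as many libraries it called 9 to 29. Without the libraries against their sex label it called 138, so the count depended on the libraries used. Mup10, a liver transcript with close copies, was at -0.08 without the libraries with high liver transcripts, with an adjusted p of 0.954 (0.0021 to 0.959 over 7 alternatives). Glrx2 was at -0.090 without them (adjusted p = 0.178), so its difference hardly moved although its call was lost. Liver RNA in some libraries is a candidate explanation for the difference in Mup10 and for part of the 16 calls, and the value of Glrx2 argues against it there. No biological reading of this interaction is offered.

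The metformin difference, confounded with age, differed between the sexes for 554 genes. The interaction was -3.56 for Ucp1, 0.60 for Cacna2d4 and 0.13 for Mtmr4. For Ucp1 the adjusted p was 4.5e-05, and it was 0.283 in limma voom, the highest of 7 alternatives (lowest 1.7e-05). Ucp1 is a brown fat transcript whose median was 0.104 CPM over all libraries and whose maximum was 191 CPM. Of the 8 brown fat genes, Cox8b (median 83.3 CPM), Cox7a1 (58.6 CPM) and Ppargc1a (30.8 CPM) are expressed in muscle too. Only 12 libraries had a brown fat score more than 3 above the median library on the log2 scale, 8 untreated and 4 treated. The 4 treated ones were all female, while the untreated ones were of both sexes. Ucp1 was not tested without these libraries, so brown fat in a few of them stays open as the source of its interaction. The real grouping gave 217 calls and 1 of 100 splits gave as many, so chance can be excluded. With the 18S share and total count as covariates the count was 116, so differences in depth or in the share of a few genes may account for part of it. It was 221 without the libraries against their sex label (random removals gave 49 to 310) and 118 without those with high liver transcripts (5 to 290). Random removals varied too widely to show whether either set carried part of the count. The other 99 splits gave 0 calls, so the calls left argue against either set as the whole source. In edgeR the count went from 554 to 676 without the first set, with 492 shared, and to 398 without the second, with 316 shared, so liver RNA may account for part of it. Within the lower identifier range limma called 72 genes. In the upper range it called 0, with 797 genes at an unadjusted p under 0.05. An ageing difference between the sexes cannot be separated from a metformin difference in this design.

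The metformin difference, confounded with age, differed between strains for 2061 genes. The adjusted p was 1.8e-32 for Kbtbd4 (1.1e-32 to 1.1e-26 over 7 alternatives) and 3.0e-19 for Ncoa4 (1.3e-24 to 7e-19). It was 2.0e-17 for mt-Co2, and 0.946 without the 4 libraries closest to another strain (1.3e-17 to 0.946). Untreated animals of single strains varied widely in Kbtbd4 and Ncoa4. Kbtbd4 was 16.5 ± 8.85 CPM in (CC002/UncJ x CC075/UncJ)F1 (SD, n = 24), with an SD of at most 1.64 in any other strain. Ncoa4 was 14.3 ± 10.3 CPM in (CC051/TauUncJ x CC059/TauUncJ)F1 (SD, n = 24), with an SD of at most 5.51 in any other. The real grouping gave 543 calls and 1 of 100 splits gave as many. These splits moved animals between strains, so they cannot reproduce a spread peculiar to a single strain, such as that of Kbtbd4. They therefore do not exclude chance differences within strains of wide spread. The count was 638 without the libraries closest to another strain (random removals gave 428 to 622) and 441 without those with high liver transcripts (155 to 642). The other 99 splits gave at most 3 calls. The calls left without either set argue against wrong strain labels and liver RNA as the whole source. In edgeR the count went from 2061 to 1555 without the second set, with 1393 shared, so liver RNA may account for part of it, and a strain label may be the source of the mt-Co2 call. Within the lower identifier range there were 247 calls and within the upper range 27. Those tests had 14 and 10 interaction terms, against 19 over both ranges, so the counts are not like for like. The share of animals of each cohort can differ between strains, so ageing and identifier range stay open beside metformin.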

How the results depend on the processing

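The trended dispersion and the leaving out of libraries closest to another strain or with high liver transcripts were chosen after the data had been seen, as was, for the interactions and the named genes, the leaving out of libraries against their sex label. No paired analysis was possible because every label calls its animal the same replicate number and nothing pairs animals. Except where stated, the cause of a change was not tested.

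Of 149 counts and summary values under alternatives, 119 were counted as staying and 30 as moving. To stay, a count had to remain within 1.5 times the first, and the count of libraries closest to another strain had to be the same. A median share of variance had to lie between the quartiles over genes of the first fit. The mean diet score difference had to stay within the SD over strains. The r between diet differences in treated and untreated animals had to exceed the highest shuffled value. Other values had to keep their sign and their side of the threshold. The 119 thus include median shares of variance that rose past 1.5 times the first value over genes with a mean of 5 CPM or more. These went from 1.58% to 2.45% for sex, 0.0717% to 0.153% for diet and 0.0971% to 0.209% for identifier range. The alternatives that stayed gave 2465 to 4494 genes for diet, 10542 to 12275 for sex, 15251 to 17395 for strain and 2758 to 4746 for metformin. Leaving out each strain in turn gave 3012 to 3323 genes for diet, 10569 to 11019 for sex, 15528 to 15620 for strain and 2535 to 3760 for metformin. The lowest metformin count came without (CC051/TauUncJ x CC019/TauUncJ)F1 and the highest without (CC043/GeniUncJ x CC042/GeniUncJ)F1. The difference in r between pairs of strains with and without a line in common was 0.412 to 0.448 in the same way.

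With genes at a mean of 5 CPM or more alone, fewer genes were tested, and the counts were 6408 for sex, 8529 for strain and 2240 for metformin. For the interactions they were 22 for diet with sex, 274 for diet with strain, 0 for metformin with diet (890 at an unadjusted p under 0.05) and 838 for metformin with strain. In the upper identifier range alone, with fewer animals, the counts were 365 for diet, 4329 for sex, 9149 for strain and 1 for metformin (Asb2). In that range's 5 balanced strains, metformin gave 3 (Asb2, Pde4b and Angptl8, named after their values were seen). Females alone gave 1652 genes for diet and males alone 1891. Metformin gave 1696 genes on 10% fat alone and 1022 on 44% fat alone.

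limma voom gave 52 genes for diet with sex, 105 for diet with strain, 0 for metformin with diet (1444 at an unadjusted p under 0.05), 282 for metformin with sex and 506 for metformin with strain. Of these, 41, 90, 269 and 490 were also called by edgeR for the 4 interactions with calls. With blocks of identifiers as the batch term, metformin with diet gave 9 genes and metformin with sex 286. With all animals, diet with sex gave 233 genes and diet with strain 1484. Without the libraries against their sex label, diet with sex gave 55 and metformin with diet 138. Without those with high liver transcripts, metformin with diet gave 4. The metformin with diet count thus ran from 0 to 138 and depended on the tool, the filter and the libraries used. On the transformed values the mean diet score difference was 0.315. With an estimated correlation, 6 gene lists were called in place of 20.

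Named genes were compared with their first value 629 times. They kept direction and call in 574, lost the call in 34, gained it in 4 and changed sign in 17. In the upper range alone, 18 of 59 lost the call, among them all 10 genes named for metformin. The changes of sign began from values that were not called, except those of Nucb2 for metformin and of Mup10. For diet, Xist was 0.055 with blocks of identifiers, 0.085 in the lower range and 0.22 without libraries high in liver transcripts. Myh7 for diet was 0.0028 with blocks of identifiers, 0.066 in the upper range, 0.00071 without libraries against their sex label and 0.0031 without those closest to another strain. In the upper range, Pparg for diet was 0.079 and Nucb2 for diet 0.0093. Nucb2 for sex was 0.00039 without libraries high in liver transcripts. For metformin, Xist was 0.16 in limma voom, 0.024 in the upper range and 0.00013 without libraries against their sex label. In the upper range, Pparg for metformin was 0.014 and Nucb2 for metformin 0.046. Myh7 for metformin was -0.00096 without the identifier range term. Mup10 for metformin with diet was 0.11 in limma voom. The slow fibre list for metformin changed direction without the identifier range term, with an adjusted p of 0.356, and was not called either way.

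Agreement on which genes were called was high for the main comparisons. limma voom shared 3049 of its 3276 calls for diet and 2629 of its 2758 for metformin, and DESeq2 shared 3070 of its 3137 for diet. The trended dispersion gave 3009 genes for diet, 10687 for sex, 15263 for strain and 2877 for metformin. Without libraries high in liver transcripts, 2839 genes were called for diet and 2848 for metformin. Depth, with at least 27.4M counts in each library, limits genes of a few CPM more than the rest, and changes below the spread between animals were not detectable in the smallest cells of strain, sex and diet.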

Other observations

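The tests of label checks, of tissue transcripts and of mitochondrial genes in this part were chosen after the result was seen, and those of other splits, age, identifier range and depth were chosen before.

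The calls for diet, sex, strain and metformin were counted again after the animals had been regrouped at random. For each of them 1 of 100 splits gave as many calls, the real one, so chance can be excluded. The real groupings gave 3120 calls for diet, 10880 for sex, 15323 for strain and 2720 for metformin. No other split gave more than 7.

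The diet calls held across identifier ranges. Of the genes called in the lower range, 85.2% had the same direction in the upper range by log2 CPM, and 1 of 100 splits of the upper range gave as many, the real one. In edgeR, 275 of the 2794 genes called in the lower range and tested in the upper were called there as well. Identifier range as a batch is therefore not the source of the diet calls. With the 18S share and the total count as covariates, 3230 genes were called against 3120 without, which argues against depth.

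The metformin calls behaved otherwise. Of the genes called in the lower range, 59.9% had the same direction in the upper range by log2 CPM, and 62.2% by edgeR. Shuffled treatment labels gave a mean of 51.5% ± 8.45 (SD) and 17 of 100 splits gave as many, so a batch and a treatment difference cannot be told apart by this test. What keeps it open is that treated animals are more frequent in the upper range (90 of 159) than in the lower (144 of 544), and in most strains the treated animals lie in a single range. With the 18S share and the total count as covariates, 2424 genes were called against 2720 without, which argues against depth as the whole source. Age was tested by the spread of a metformin score within cells of strain, sex and diet. If untreated animals come from both cohorts and the score follows age, they should vary more than treated animals. The SD was 1.99 in untreated and 1.03 in treated animals, over the 51 cells whose animals lie in a single identifier range, with 292 and 151 animals. The excess variance was 2.91 times the squared difference between treated and untreated animals (95% interval 1.23 to 4.82), where an even mix of ages with age as the whole source would give 1. Over all 78 cells it was 4.67 (1.86 to 13.8). A mixture of ages among untreated animals may therefore account for the metformin calls, in part or whole. The excess beyond 1 needs more older animals among the untreated or another source of variance, and metformin itself stays open.

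The 15 libraries against their sex label fell into 3 kinds. The first kind was 6 libraries labelled female in 5 strains, with at most 0.932 CPM of Xist. They were set apart from the 3 other libraries labelled female without Xist by a sex score nearer to the female mean, so their mean score of 0.0395 ± 0.252 (SD) follows in part from the sorting. Compared 1 by 1, 5 of the 9 libraries labelled female without Xist had a sex score below that of every one of 345 reference males, the lowest of which was 0.213. This argues against a wrong sex label as the source in those 5. The mean escape score of the 6, which was not used to sort them, was 0.865 ± 0.0949 (SD), near the male mean. The loss of 1 X chromosome is a candidate explanation, and no other test of it was made.

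The second kind was 5 untreated animals of (CC011/UncJ x CC005/TauUncJ)F1 on 44% fat. In 3 labelled female (replicates 45, 62 and 102) Xist was that of males and the escape scores were 1.17, 1.15 and 1.16, near the male mean. Replicate 62 had a sex score of 0.518, between the sexes, and ranked 16 by liver score. In 2 labelled male (replicates 47 and 72) Xist was that of females and the sex scores were 0.141 and -0.960. Wrong sex labels are a candidate explanation for these 5. A plain exchange would need as many of each sex, and 1 of the 3 libraries labelled female has no counterpart among the 2 labelled male.

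The third kind was 4 libraries labelled male with 11.9 to 68.9 CPM of Xist. They were set apart from 2 other libraries labelled male with Xist by their escape score. Compared 1 by 1, 4 of these 6 libraries had an escape score above that of every one of 343 reference females, the highest of which was 0.734. This argues against a wrong sex label in those 4. The mean sex score of the 4, not used to sort them, was 0.580 ± 0.220 (SD), between the sexes (0.310 to 0.764). All 4 ranked in the top 12 of the 703 libraries by liver score. They were 4 of the 6 males among the 14 libraries with the highest liver scores. RNA from the liver of a female, carried over during dissection or library preparation, may be the source of both signals. The liver list had 12 genes, and of these Alb had a median of 1.68 CPM over all libraries and each of the others a median under 1 CPM. Alb reached 4895 CPM in the highest library. In all, 69 libraries had a liver score more than 3 above the median library on the log2 scale, 46 untreated and 23 treated.

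The 4 libraries closest to another strain form a pattern of exchange. Replicates 12 and 62 of untreated males on 44% fat, labelled (CC024/GeniUncJ x CC002/UncJ)F1, were closest to (CC002/UncJ x CC075/UncJ)F1. Replicates 45 and 46, labelled with the latter, were closest to the former. On the log2 scale the mt-Co2 counts of all 4 were nearer to the strain their profile was closest to than to their own. They were 11.1 and 18.8 CPM in the first pair and 6964 and 3120 CPM in the second. Without these 4 libraries the strains averaged 13.7 ± 5.12 CPM for (CC002/UncJ x CC075/UncJ)F1 (SD, n = 34) and 1896 ± 636 CPM for (CC024/GeniUncJ x CC002/UncJ)F1 (SD, n = 34). A swap of labels between these strains is a candidate explanation, but it leaves the 6964 CPM of replicate 45, far above the strain it was closest to, unexplained.

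Counts for mt-Co2 and mt-Nd4l were near 0 in some strains. Means in this paragraph leave out the 4 libraries closest to another strain. With them, the mt-Co2 mean of untreated (CC002/UncJ x CC075/UncJ)F1 animals was 433 ± 1529 CPM (SD, n = 24). For mt-Co2 the mean was 14.3 ± 2.50 CPM (SD over strains) in 5 strains and 1940 ± 265 CPM in the other 15. These 5 are the strains whose first-named line is CC002/UncJ, CC042/GeniUncJ or CC030/GeniUncJ. None of the 6 strains that have those lines as the second-named parent alone was low. For mt-Nd4l the mean was 25.5 ± 2.60 CPM in 4 strains and 1268 ± 95.7 CPM in the other 16. In the low strains mt-Atp6 (3567 against 1827 CPM) and the nuclear copy Gm28661 (7519 against 5399 CPM) were higher, and their gain was 200.5% of the mt-Co2 loss. Gm10222 (1892 against 526 CPM) and Gm28438 (921 against 609 CPM) were higher where mt-Nd4l was low, with a gain of 135% of its loss. Reads assigned to other genes may account for the missing counts. Both gains exceed the losses, so such reads explain at most part of the gains. A mitochondrial variant carried by those lines was not tested and stays open.

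There were 703 libraries here, 234 of them from treated animals, and strains had 22 to 38 animals in all and 10 to 26 untreated ones. The number of libraries is higher than the number of animals quoted from the study above, so the sets are unlike and the ranges per strain are not like for like. With that limit, the total per strain reaches higher, and the number untreated reaches both lower and higher. The 469 untreated libraries alone come close to the number of animals in the study, but whether they are those animals is not known here.

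Identifier range was itself associated with expression. In untreated animals 3677 genes differed between ranges with 2037 higher in the upper range, and in all animals 5049 did.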
